A study of Papio anubis with 25 samples.

How the data were processed

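The data were bulk RNA sequencing libraries of flash-frozen tissue from 5 olive baboons, with parotid, submandibular and sublingual gland, pancreas and liver of each animal, 25 libraries in all. Per the labels' protocols, total RNA was isolated from thin tissue sections, treated with DNase and sequenced as paired-end reads on an Illumina HiSeq by a commercial provider, and the series' design text states that mRNA libraries were made. Each library was assigned to its tissue and animal by the labels, and no library was left out. Animal numbers in the sample titles pair the tissues: the libraries that share a number come from the same animal, and the series' design text states a within-subject design. The labels gave no sequencing batch or date.

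The deposited values were TPM (transcript abundance relative to the library total, corrected for transcript length) per gene, and the name of the deposited table states that they are kallisto abundances. The kallisto version, its index, the genome build and the annotation are not stated. Each library summed to between 999999.5 and 1000000.6 TPM, so a gene's value is relative to all other genes of its library and a few very high genes lower all others. The values were not scaled between libraries by the authors as far as the labels and the table show, and they hold 1 value per gene, so transcripts had been summed to genes before deposit. TPM keeps no record of depth, so the number of reads per library is unknown, no interval for counting error is given, and the precision of a value rests on the spread over 5 animals alone. All 21287 identifiers matched a gene symbol in the RefSeq gene table of the Panubis1.0 assembly, 13 of them more than 1 entry, and 4555 were LOC numbers. Because the build behind the values is not stated, that table was used only for names and for which genes neighbour each other, and no coordinates are given. Reads from near-identical copies are divided between them by the quantification, so values of single copies are uncertain.

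Log2(TPM + 1) was used for the limma model and the tests of the interval sum, which understates the change of low genes. Shares were compared in percentage points. Genes with a mean of at least 1 TPM in a tissue entered the genome-wide model (14991 genes). The model was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend) to all 25 libraries with tissue and animal as terms, so that the spread per gene was estimated over all tissues and the animal served as the replicate block. Benjamini-Hochberg adjustment was applied over genes within each comparison, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The 8 comparisons were each gland against pancreas, the equally weighted mean of the 3 glands against pancreas, pancreas against liver, and the glands against each other. The tests of the comparisons, their pairing, their alternatives and the rule for naming genes were fixed before the data were examined, except for the unpaired test of the shares, which was added after the data were seen. The label swaps and the tests of explanations in the closing section were specified after the results they concern were seen. A branch of the plan for count data was not used, because the values were TPM.

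The plan named amylase genes by symbol or description. As no identifier began with AMY, the genes analysed as the amylase genes were the 4 protein-coding genes between RNPC3 and PRMT6 on chromosome 1 of the gene table, a choice made after the data were seen. Their TPM values were summed per library. For each of the 10 tissue pairs, within-animal differences in log2(sum + 1) were tested with a two-sided exact sign-flip permutation test over 5 animals, whose smallest possible p is 0.0625, and adjusted over the 10 pairs. Each gene's share of the sum was compared between pancreas and each gland in the same way, over 9 tests, in libraries with a sum of at least 10 TPM, which all libraries had. As alternatives without pairing, tissue labels were permuted exactly over the 10 libraries, where the smallest possible p is 0.007937. These computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

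Besides the interval genes and the marker panel, the text names, for each of the 5 primary comparisons, up to 2 genes with the highest and 2 with the lowest log2 fold change. These had to be called, have a mean of at least 10 TPM in the higher tissue, change the same way in all 5 animals and have a symbol not made of LOC and digits. Other genes are stated to have been chosen after their values were seen. Panel symbols not used were 4 of 31 (PNLIP, STATH, PRH1 and HBA2).

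The alternatives were no replicate block, only the tissues compared in the fit, TMM scaling and median-of-ratios scaling of the TPM values, no filter on low values (20524 genes), a mean of at least 5 TPM (9835 genes), a pseudocount of 0.1, calls on the adjusted p alone and leaving out each animal in turn. TMM factors were computed on TPM with trims of 0.3 and 0.05 and without the usual precision weights, which need counts. The pairing was checked as the mean correlation, over genes, of deviations from the tissue means between libraries of the same animal. For each comparison the tissue labels were also swapped within animals and the model refitted. The limma procedure was tested on simulated data made from the real genes' means and spread. The simulated noise was normal, independent between genes, and of the same spread in all tissues for a given gene. The simulation therefore does not test spreads that differ between tissues or deviations shared between genes. With 200 of 14991 genes changed, the procedure called 155 (77.5%) of them in the right direction for parotid against pancreas and 147 (73.5%) for pancreas against liver, with 11 and 10 unchanged genes also called. It called 0 of 14991 genes in a comparison simulated without change. No pair of libraries held identical values (0 pairs).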

Results

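RNA from 5 tissues of 5 olive baboons (Papio anubis) was sequenced, with 1 library for each tissue of each animal, so that every tissue could be compared with every other within the same animals. The tissues were the parotid, submandibular and sublingual salivary glands, the pancreas and the liver. Baboons 1 to 4 were female and baboon 5 was male, so a difference between the sexes could not be tested. The series was built to ask where amylase genes, whose products digest starch, are expressed in salivary glands and digestive organs of Old World monkeys. Its stated comparisons are salivary gland against pancreas and pancreas against liver. Expression was given in TPM, a transcript abundance relative to the whole library and corrected for transcript length, for 21287 genes in 25 libraries, and the number of reads behind each library is unknown, so no counting error could be attached to a value. All errors below are standard deviations (SD) over animals.

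Replicate libraries resembled each other more in pancreas and liver than in the salivary glands. Across genes, the median correlation of log2 values between pairs of libraries of a tissue was 0.956 in pancreas and 0.962 in liver. It was 0.795 in parotid (from 0.734 to 0.952 over 10 pairs), 0.896 in submandibular gland (0.774 to 0.973) and 0.768 in sublingual gland (0.665 to 0.897). These correlations are over genes, which are not independent replicates. The share of each library taken by its 10 highest genes also varied most in the glands, from 18.0% to 87.7% in parotid and from 16.2% to 83.2% in submandibular gland, against 40.3% to 46.7% in pancreas and 23.4% to 35.9% in liver. In the parotid libraries of baboons 1, 3 and 4, LOC103881672, a gene picked out after its values were seen, alone took 41.7%, 36.4% and 44.9% of the total. It took 0.327% and 0.651% in the parotid libraries of baboons 2 and 5.

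A panel of tissue marker genes, fixed before the data were examined, was used to check the labels and the content of each section. Of its 31 symbols, 27 were used. The pancreatic enzyme gene CPA1 was at 36438 ± 12215 TPM in pancreas (SD, n = 5) and at means of 196 to 306 TPM in the other 4 tissues. The plasma protein gene ALB was at 29998 ± 9275 TPM in liver and at means of 114 to 286 TPM elsewhere. The water channel gene AQP5, expressed in salivary glands, did not exceed 3.90 TPM in any liver library. It was at 107 TPM in the parotid library of baboon 1 but at 2.25 TPM in that of baboon 2. AQP5 exceeded the highest liver library in 3 of 5 parotid, 5 of 5 submandibular and 3 of 5 sublingual libraries. The parotid library of baboon 2 held the adipose genes ADIPOQ and PLIN1 at 591 and 525 TPM, and the parotid library of baboon 5 held the lymphoid genes CD79A and CD3E at 338 and 278 TPM. ADIPOQ and PLIN1 were also at 396.7 and 174.1 TPM in the submandibular library of baboon 5. In the sublingual gland, the library of baboon 2 held the skeletal muscle genes ACTA1 and CKM at 33485 and 12703 TPM, and the library of baboon 5 held ZG16B at 217252 TPM. KRT13, chosen after its values were seen, was at 50365 and 12518 TPM in the sublingual libraries of baboons 1 and 4 and at no more than 228 TPM in the other 3 sublingual libraries.

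**Figure D1:**
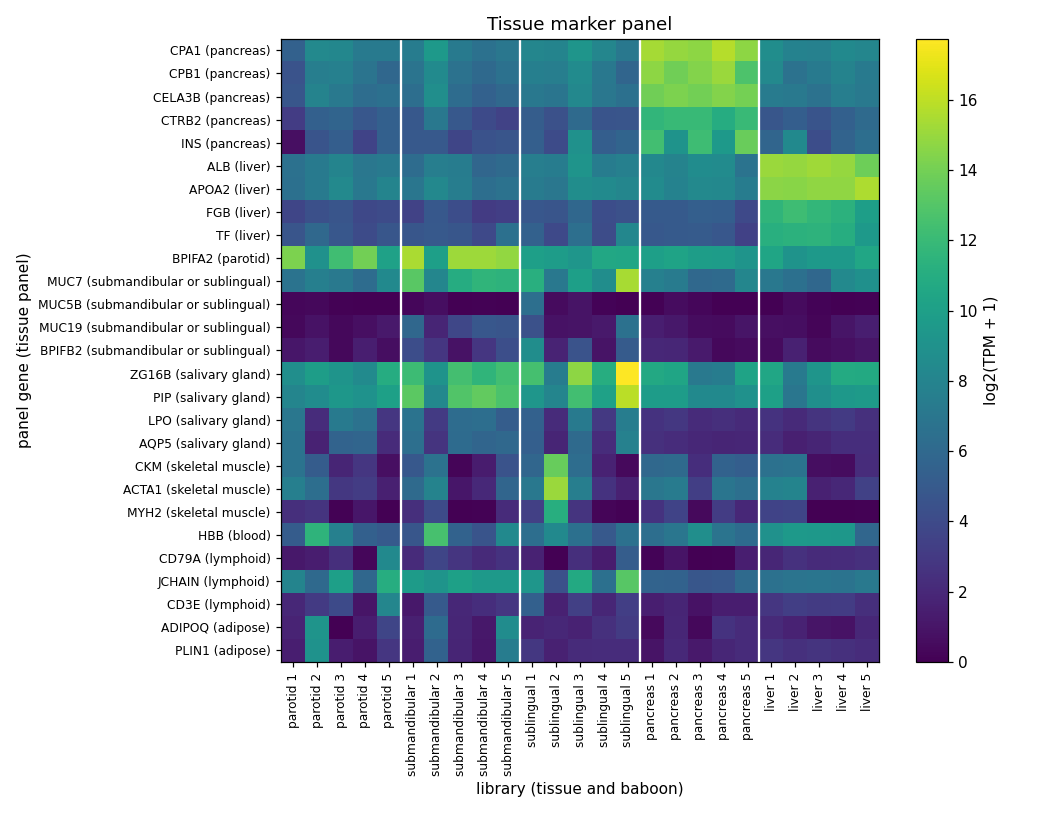
Each row is a panel gene with its tissue panel, each column is a library (tissue and baboon number), and colour gives log2(TPM + 1). The pancreatic and liver genes are highest in the 5 libraries of their own tissue, while the salivary, muscle, lymphoid and adipose genes vary between animals within a gland, as with AQP5 at 107 TPM in parotid 1 and 2.25 TPM in parotid 2.

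None of the identifiers in the data began with AMY (0 of 21287). The amylase genes were therefore located by position, after the data had been seen, as the protein-coding genes between RNPC3 and PRMT6 on chromosome 1 in the gene order of the Panubis1.0 assembly, an interval that holds the amylase genes in human. In order from RNPC3 these 4 genes were LOC101017419, LOC101018739, LOC116268615 and LOC101008727, called the interval genes below. Their names and their copy identities were not established beyond this position. Amylase copies are near-identical, and the quantification could split reads between them, so the values of single interval genes are uncertain and their sum is the firmer measure. LOC101008727 did not exceed 0.323 TPM in any library and added almost nothing to the sum.

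The summed level of the interval genes was 19189 ± 2144 TPM in pancreas (SD, n = 5), with a range of 16137 to 22053 TPM. In liver it was 453 ± 125 TPM (n = 5), with a highest library of 672 TPM. It was 3137 ± 2824 TPM in parotid, 612 ± 293 TPM in submandibular gland and 445 ± 198 TPM in sublingual gland (n = 5 each). The 5 parotid values were 4752, 332, 3365, 6849.9 and 384 TPM for baboons 1 to 5, so the SD was nearly as large as the mean. All 5 pancreas libraries lay above the highest liver library, as did 3 of 5 parotid, 2 of 5 submandibular and 1 of 5 sublingual libraries. That liver library, of baboon 5, stood apart from the other liver libraries (364 to 427 TPM). The submandibular library of baboon 3 (603 TPM) and the sublingual library of baboon 4 (444 TPM) lay between them, so these counts depend on it.

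Within animals, the sum was lower in each gland than in pancreas in 5 of 5 animals. The mean log2 difference from pancreas was -3.49 ± 1.96 for parotid, -5.11 ± 0.81 for submandibular gland and -5.52 ± 0.44 for sublingual gland, and pancreas exceeded liver by 5.43 ± 0.42 (SD, n = 5 animals). For each of these 4 comparisons the two-sided exact sign-flip permutation test gave p = 0.0625, the smallest value 5 animals allow, and 0.125 after Benjamini-Hochberg adjustment over the 10 tissue pairs. That test therefore could not reach 0.05. Without the replicate block, an exact permutation of the tissue labels over the 10 libraries gave p = 0.007937 for each of the 4, the smallest value that test allows, and 0.0198 after adjustment. Over all genes and tissues, libraries of the same animal deviated from their tissue means together with a mean correlation of 0.161, against -0.035 for libraries of different animals. Deviations cancel out over the animals of a tissue, so the second value largely follows from the first and is no independent baseline. The alternatives that moved the log2 differences of the sum most were TMM scaling for sublingual gland (-6.35), median-of-ratios scaling for pancreas against liver (6.17), and leaving out baboon 2 for parotid (-2.97) and submandibular gland (-5.38), and each kept the direction.

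The parotid sum exceeded the sublingual sum in 5 of 5 animals by a mean log2 difference of 2.02 ± 1.79, but the smallest difference was 0.04, and the exact sign-flip test gave p = 0.0625 (adjusted 0.125). Without the replicate block the exact permutation p was 0.111. Parotid exceeded submandibular gland in 4 of 5 animals (1.62 ± 2.16, exact sign-flip p = 0.188, and 0.151 without the block) and liver in 3 of 5 (1.94 ± 2.28, exact p = 0.25, and 0.159 without the block). The difference between submandibular and sublingual gland was 0.41 ± 0.81, that between submandibular gland and liver 0.32 ± 1.02 and that between sublingual gland and liver -0.09 ± 0.83. The paired test could not pass 0.05 for any of these 6 differences by its design, and parotid against sublingual gland reached its smallest possible p. Without the block, where the exact permutation test could pass 0.05, the adjusted p of the 6 ranged from 0.222 to 0.738. The sign of the sublingual against liver difference changed to 0.20 when baboon 5 was left out.

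**Figure D2:**
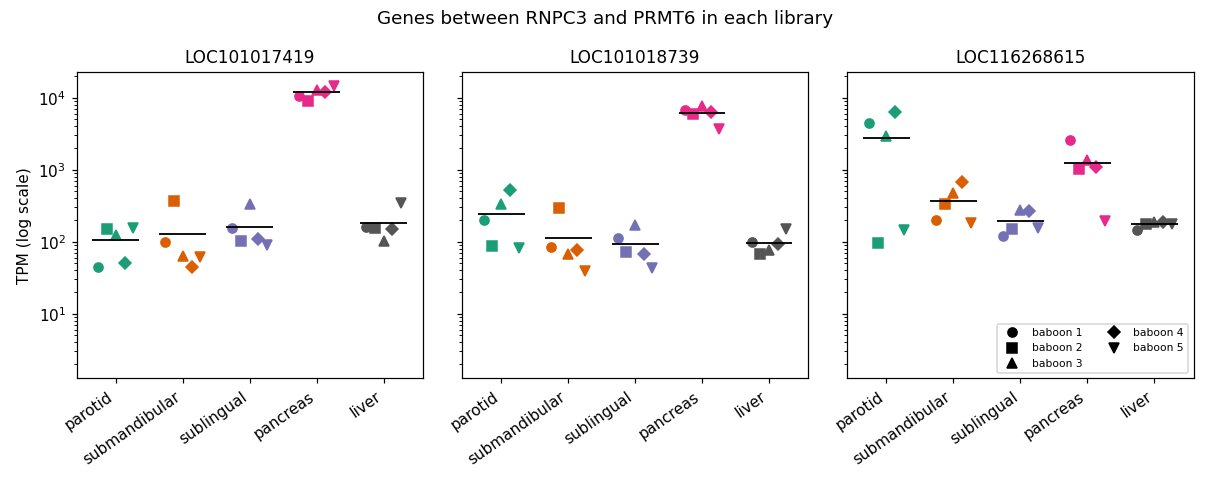
TPM on a log axis for LOC101017419, LOC101018739 and LOC116268615 in each library, with colour and position for the tissue, a marker shape for each baboon and a line at the mean of 5 animals. LOC101017419 and LOC101018739 are highest in all 5 pancreas libraries, whereas LOC116268615 reaches 2905 TPM or more in the parotid libraries of baboons 1, 3 and 4 and is at 97.2 and 145 TPM in those of baboons 2 and 5.

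The 3 expressed interval genes were distributed differently over the tissues. LOC101017419 was at 11863 ± 2133 TPM in pancreas and at 104 ± 53.2 TPM in parotid, 128 ± 138 TPM in submandibular gland, 158 ± 101 TPM in sublingual gland and 183 ± 94.6 TPM in liver (SD, n = 5 each). In the genome-wide limma model, with a replicate block, it fell by 6.98 on the log2(TPM + 1) scale in parotid against pancreas (SE 0.53, adjusted p = 1.35e-09) and rose by 6.12 in pancreas against liver (SE 0.53, adjusted p = 2.56e-09). LOC101018739 was at 6072 ± 1509 TPM in pancreas and at 245 ± 184 TPM in parotid, a log2 fold change of -4.94 (SE 0.53, limma adjusted p = 5.06e-07). The log2 fold changes of these 2 genes in submandibular and sublingual gland against pancreas lay between -6.98 and -6.07. The direction of these gland against pancreas changes was the same under every alternative run. Their sizes may be limited by carry-over of pancreatic transcripts, which is taken up in the closing section. For LOC101018739, the parotid libraries of baboons 1, 3 and 4 held 202.8, 337.5 and 516.7 TPM. Carry-over at the level of CPA1, CPB1, CELA3B and CTRB2 predicted 8.19, 55.11 and 29.9 TPM. This argues against carry-over as the main source there. In baboons 2 and 5 the ratio of observed to predicted was 1.364 and 2.895. These values keep the uncertainty between near-identical copies.

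LOC116268615 did not follow this pattern. It was at 2787 ± 2711 TPM in parotid, with values of 4505, 97.2, 2905, 6282 and 145 TPM for baboons 1 to 5, and at 1254 ± 857 TPM in pancreas, where it ranged from 197 TPM in baboon 5 to 2569.6 TPM in baboon 1. With all 5 animals in the limma model, parotid and pancreas were not distinguishable for this gene (log2 fold change 0.12, SE 0.76, limma adjusted p = 0.946), and the sign became negative under TMM scaling (-0.39). The direction differed between animals. Parotid exceeded the pancreas of the same animal in baboons 1, 3 and 4 (pancreas 2569.6, 1375.7 and 1107 TPM). It was below pancreas in baboons 2 and 5 (1019.7 and 196.6 TPM), whose parotid sections may hold little gland tissue, as the closing section describes. The gene was at 373 ± 204 TPM in submandibular gland (log2 fold change -1.53 against pancreas, SE 0.76, limma adjusted p = 0.427) and at 194 ± 72.7 TPM in sublingual gland (-2.38, SE 0.76, adjusted p = 0.0486). Liver held 174 ± 15.9 TPM, and the change from liver to pancreas was 2.45 (SE 0.76, limma adjusted p = 0.0241). The adjusted p of the last 2 comparisons reached 0.232 and 0.126 under the alternatives run, so these 2 calls were not stable. LOC116268615 exceeded its highest liver value of 186 TPM in 3 of 5 parotid, 4 of 5 submandibular, 2 of 5 sublingual and 5 of 5 pancreas libraries.

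As a share of the interval sum, LOC116268615 made up 6.47 ± 4.28% in pancreas (SD, n = 5), 68.0 ± 31.7% in parotid, 62.7 ± 20.5% in submandibular gland and 45.3 ± 12.3% in sublingual gland. In liver, where the sum was low, it made up 40.2 ± 9.43%. In pancreas LOC101017419 made up 61.9 ± 10.2% and LOC101018739 31.6 ± 6.84%. The share of LOC116268615 was higher in the gland than in the pancreas of the same animal in 5 of 5 animals for each gland, by a mean of 61.5 percentage points in parotid, 56.3 in submandibular gland and 38.8 in sublingual gland. Each difference had an exact two-sided sign-flip p of 0.0625, again the smallest possible, and 0.0703 after Benjamini-Hochberg adjustment over 9 tests. Without the replicate block, an alternative added after the data were seen, the exact permutation p was 0.007937 for each (adjusted 0.0119). LOC101017419 shifted by -43.8, -41.7 and -27.9 points in parotid, submandibular and sublingual gland, and LOC101018739 by -17.7, -14.5 and -10.9 points. For LOC101018739 in parotid the share rose in 1 of 5 animals and the exact sign-flip p was 0.125 (adjusted 0.125), while its exact permutation p without the block was 0.0238 (adjusted 0.0268). In the other 8 tests all 5 animals moved the same way. The shares are those the quantification assigned, and they carry its uncertainty between near-identical copies.

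Across the genome, 14991 genes with a mean of at least 1 TPM in a tissue were tested with limma, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Parotid against pancreas gave 572 called genes, 212 higher in parotid and 360 lower, and 505 without the replicate block, with a correlation of same-animal deviations of 0.1 between the 2 tissues. Submandibular gland against pancreas gave 611 (190 higher and 421 lower), and 527 without the block, with a correlation of 0.087. Sublingual gland against pancreas gave 1419 (1045 higher and 374 lower), and 1087 without the block, with a correlation of -0.046. For the mean of the 3 glands against pancreas, 966 genes were called (492 higher and 474 lower), and 753 without the block. Pancreas against liver gave 2623 (428 higher and 2195 lower), and 2372 without the block, with a correlation of 0.362 between same-animal deviations.

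The balance of higher and lower genes depended on scaling and on the libraries in the fit, which is a limit on every direction drawn from these counts. The median log2 fold change of all tested genes was 0.45 for parotid against pancreas, 0.17 for submandibular gland, 0.63 for sublingual gland, 0.43 for the mean of the glands and -0.44 for pancreas against liver, and TMM scaling brought these medians to 0.04, 0.016, 0.086, 0.074 and 0. With TMM scaling 1246, 1287, 1646, 1486 and 2753 genes were called in the same order. The share of called genes that were higher in sublingual gland than in pancreas was 73.6% with the values as deposited, 36.8% with TMM scaling and 39.2% with median-of-ratios scaling. For the mean of the 3 glands it was 50.9%, 34.0% and 35.02%, and for pancreas against liver 16.3%, 41.1% and 41.6%. For parotid and submandibular gland against pancreas it was 37.1% and 31.1%, and TMM scaling gave 30.3% and 33.2%. With only the tissues compared in the fit, the share was 10.6% for parotid, 38.9% for submandibular gland and 67.9% for sublingual gland. Over the fits that each left out one animal it ranged from 11.2% to 40.4%, 14.8% to 31.7% and 35.5% to 87.0% for these 3 glands.

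**Figure D3:**
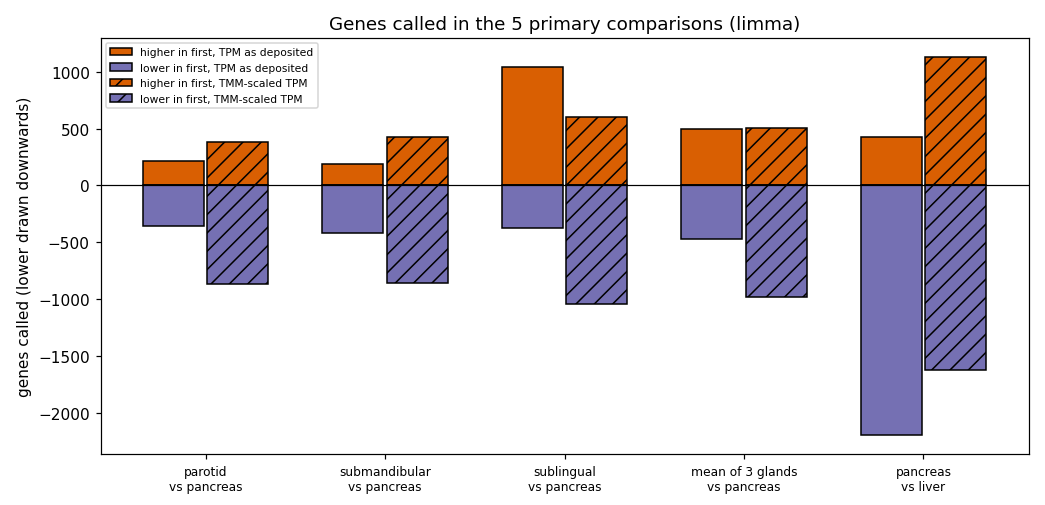
Number of genes called by limma in the 5 primary comparisons, with genes higher in the first tissue drawn upwards from 0, lower genes downwards, plain bars for TPM as deposited and hatched bars for TMM-scaled TPM. For sublingual gland against pancreas the bars change from 1045 higher and 374 lower to 606 higher and 1040 lower.

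Genes of pancreatic digestive enzymes and secretory proteins had the largest decreases from pancreas to gland among the genes selected by the naming rule. CEL, at 9419 ± 2264 TPM in pancreas (SD, n = 5), fell by 7.94 in parotid on the log2 scale (SE 0.53, limma adjusted p = 2.4e-10), and GP2 fell by 7.79 (SE 0.60). SYCN fell by 7.71 in submandibular gland (SE 0.46, limma adjusted p = 1.15e-10) and CLPS fell by 7.53 there (SE 0.55). In sublingual gland SYCN and CPA1 had log2 fold changes of -6.99 (SE 0.46) and -6.99 (SE 0.54). In the other direction, AQP1 rose by 3.74 in parotid (SE 0.49, limma adjusted p = 1.4e-05), from 4.19 ± 1.03 TPM in pancreas to 92.5 ± 99.5 TPM, and CD74 by 3.47 (SE 0.47). SCGB2A2 and OPRPN were higher in submandibular gland by 4.33 (SE 0.96, limma adjusted p = 0.00687) and 4.22 (SE 0.93, adjusted p = 0.00677). PITX1 and HOPX were higher in sublingual gland by 5.07 (SE 0.73, limma adjusted p = 4.98e-05) and 4.79 (SE 1.1, adjusted p = 0.00834). They varied widely between animals there, from 28.38 to 709.9 TPM for PITX1 and from 49.04 to 5616.2 TPM for HOPX. SCGB2A2, OPRPN and HOPX lost significance under some alternatives, with limma adjusted p up to 0.122, 0.0988 and 0.107. HOPX lost it when baboon 1 or baboon 4 was left out and with only the tissues compared in the fit. The sublingual libraries of baboons 1 and 4 are those with high KRT13, so the HOPX difference may depend on what these sections held. The mean of the 3 glands named AQP1 (3.72) and PITX1 (3.60) as higher and CEL (-7.45) and CPA1 (-7.42) as lower. Against liver, pancreas was higher for SYCN (7.29, SE 0.46) and CPA1 (6.91, SE 0.54) and lower for APOA1 (-7.20, SE 0.41) and CCL16 (-7.18, SE 0.38). Each of these genes changed the same way in all 5 animals, which the naming rule required. The acinar genes CPA1, CPB1, CELA3B and CTRB2 were at 0.135% to 2.23% of their pancreas level in the other 20 libraries. Carry-over is a possible explanation, so the sizes of the pancreatic gene differences may not measure expression in the other tissues.

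With all 5 animals in the fit, fewer genes were called between glands than between a gland and pancreas, and these counts depended on the animals included. Parotid against submandibular gland gave 0 called genes, while 254 had an unadjusted p under 0.05, and without the replicate block it also gave 0, with 213 at an unadjusted p under 0.05. Both numbers are below the share of 0.05 that chance alone gives among 14991 genes, so they are no sign of a difference. The correlation of same-animal deviations between these 2 glands was 0.552, the highest of the pairs compared. Parotid against sublingual gland gave 17 called genes, 3 higher and 14 lower, and 18 without the block, with a correlation of 0.137. The 3 higher genes, named after their values were seen, were PACSIN1 (1.36, SE 0.26), SDC3 (1.72, SE 0.33) and TMEM132A (1.98, SE 0.38). Submandibular against sublingual gland gave 10 called genes, 3 higher and 7 lower, and 8 without the block, with a correlation of 0.136. The 3 higher genes were the panel gene BPIFA2 (4.08, SE 0.76) and, named after their values were seen, LOC101011282 (4.15, SE 0.71) and LOC103884417 (3.97, SE 0.72), which was at a mean of 187829 TPM in submandibular gland. The share of higher genes for parotid against sublingual gland was 17.6%, but 26 of 52 called genes were higher with TMM scaling and 42.6% with median-of-ratios scaling. It moved from 30.0% to 100% for submandibular against sublingual gland (44.4%), where TMM scaling gave 1 called gene, which was not among the 10 (0 shared), and median-of-ratios scaling shared 1 of the 10. When baboon 2 was left out, 388 genes were called for parotid against sublingual gland and 2539 for submandibular against sublingual gland. With TMM scaling, median log2 fold changes of all genes moved from -0.17 to -0.015 and from -0.44 to -0.036 in these 2 comparisons, and from 0.26 to 0.017 for parotid against submandibular gland.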

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

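Values were searched for libraries that stood far apart from the other 4 of their tissue by Dixon's ratio, and 20 such values were found in 170 groups of 5 libraries, where chance alone gives about 8.5. All tests in this part were chosen after the values were seen, and no biological explanation was tested.

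Several values belonged to single gland sections. In the submandibular library of baboon 2, BPIFA2 was at 1044.5 TPM (28937 to 46591 in the other 4), ZG16B at 548.5 (3170 to 5558), PIP at 308.4 (6822 to 11137) and AQP5 at 5.397 (54.7 to 88.3). A candidate explanation is little gland tissue in that section. All 4 of the salivary gland panel genes were lowest there, but 3 of them had prompted the test. Among the panel genes that did not prompt the test, LPO and the submandibular or sublingual genes, 3 of 5 were lowest there. LPO was at 7.15 TPM (36.4 to 107 in the others), MUC7 at 283 TPM and MUC19 at 2.56 TPM, whereas BPIFB2 at 5.90 TPM was not lowest (0.861 in baboon 3). MUC5B was not lowest either, but its submandibular mean of 0.186 TPM was near its liver mean of 0.135 TPM, so it could not test gland content. BPIFB2 was near its liver mean of 0.912 TPM in the submandibular library of baboon 3, where AQP5 was at 70.8 TPM. It may therefore not track gland content. Among other panel genes, HBB was at 5995.7 TPM in the library of baboon 2 (23.26 to 339.8 in the others). CD3E, CD79A and the muscle genes CKM, ACTA1 and MYH2 were also highest there (muscle genes at 99.45, 241.2 and 15.77 TPM), whereas JCHAIN was lowest. ADIPOQ and PLIN1, at 72.68 and 46.64 TPM, were exceeded only in the library of baboon 5 (396.7 and 174.1 TPM). In baboons 1, 3 and 4 they did not exceed 2.755 and 2.634 TPM. The explanation was not settled. In the same library CELA3B was at 435.8 TPM (45.4 to 83.2 in the others), and this library also had the highest overall level of pancreatic transcripts, 2.23% of the pancreas level. In the parotid library of baboon 5, CD79A was at 338.4 TPM (0.229 to 4.35 in the others), and lymphoid tissue in that section is a possible explanation. All 3 lymphoid panel genes were highest there, and so were 2 of 2 when CD79A, which prompted the test, was left out (CD3E at 278 TPM and JCHAIN at 2088 TPM). In the parotid library of baboon 2, PLIN1 was at 524.9 TPM (0.936 to 5.85 in the others), and adipose tissue in that section is a possible explanation. Both adipose panel genes (2 of 2) were highest there, of which 1, ADIPOQ, had not prompted the test (591 TPM against 0.0426 to 11.9). A section could hold other tissue and still be a correct dissection by label, and these tests do not separate a sampling difference from a difference between animals.

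In the sublingual gland, ALB was at 572.5 TPM in the library of baboon 3 (169.6 to 207.6 in the others). Carry-over of liver signal into that library would raise all liver panel genes, and 3 of 4 were highest there. TF, at 90.1 TPM, was also above 3 of the other 4 sublingual libraries (14.3 to 43.9 TPM) and was exceeded by the library of baboon 5 (293.8 TPM). Carry-over into the library of baboon 3 thus remains possible and cannot be told apart from other causes. MUC5B was at 86.71 TPM in the sublingual library of baboon 1 (0.0471 to 0.947 in the others), for which no explanation was tested.

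Pancreas of baboon 5 stood apart in the share of LOC101018739, 19.82% against 32.1% to 37.0% in the other 4. Reads divided differently between near-identical copies, for example because that animal's copies differ from the reference, would change the shares but not the sum, and the interval sum in that library, 18504.1 TPM, lay within the range of the other pancreas libraries (16137 to 22053). A true change in the balance of the copies could give the same sum, so these explanations cannot be told apart. The liver panel genes FGB and TF were also low in that library, at 14.2 and 9.924 TPM (30.9 to 39.8 and 27.8 to 33.5 in the others). ALB and APOA2, the other liver panel genes, were lowest there too, at 108.6 and 172.1 TPM (241.2 to 395.7 and 226.6 to 374.9). No explanation was tested for the liver panel genes.

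The liver of baboon 5 stood apart in 5 values. ALB was at 14278.5 TPM (31060 to 38464 in the others), TF at 772 TPM (2108 to 2877), HBB at 55.66 TPM (509.6 to 775) and APOA2 at 47909.3 TPM (24316 to 28915). The summed level of the interval genes was 672.4 TPM (364 to 427 in the others). Baboon 5 was the only male, so sex, animal and section cannot be separated, and no explanation was tested for the 4 panel genes. For the interval genes, carry-over of pancreatic signal at the level of the acinar genes predicted 95.1 TPM of LOC101017419 in that library and 346.7 TPM was observed, a ratio of 3.65. The median ratio over the 10 liver and sublingual libraries was 1.431 and the other 9 were within 2-fold. The prediction used mean pancreas levels. The pancreas of baboon 5 held more LOC101017419 than the mean (14640.8 against 11863 TPM) and less CPB1 (7028.2 against 21112.1 TPM). CPA1 and CELA3B were also below their means there, and CTRB2 was above. No prediction was made from that animal's own pancreas, so carry-over is not excluded for the liver of baboon 5. LOC116268615 was lowest in the liver of baboon 1, at 146.9 TPM (175 to 186 in the others), with no explanation tested.

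In the pancreas of baboon 3, the muscle genes CKM and ACTA1 were at 3.974 and 8.895 TPM (39.0 to 68.7 and 87.1 to 169 in the others). The other 4 pancreas libraries thus held muscle transcripts. Carry-over from the sublingual library of baboon 2, where these genes were highest, might account for that. In 13 of 13 other libraries with CKM of at least 20 TPM the ratio of ACTA1 to CKM was within 1.5-fold of that library's ratio of 2.64, but muscle from any source would give a similar ratio, so this cannot be told apart from muscle in the sections themselves. Those 13 libraries were not restricted to baboon 2, with 5 from baboon 1, 4 from baboon 2, 1 each from baboons 3 and 4 and 2 from baboon 5. The muscle panel gene MYH2 was not part of that ratio and did not keep to CKM in all of them. In sublingual 2, MYH2 was at 2171.7 TPM with CKM at 12703.4 TPM. MYH2 was at 15.77 TPM in submandibular 2 (CKM 99.45 TPM) but at 4.255 TPM in parotid 1 (CKM 108.8 TPM). Sublingual 2 is thus not shown to be the source for all 13 libraries.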

How the results depend on the processing

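The number of called genes depended on the scaling, on the samples entering the fit and on single animals. TMM scaling and median-of-ratios scaling raised the counts to 1246 and 1230 for parotid against pancreas, 1287 and 1284 for submandibular gland against pancreas, and 1486 and 1479 for the mean of the 3 glands. For parotid against sublingual gland they gave 52 and 54, for parotid against submandibular gland 1 each (RFLNA, named after its values were seen), and TMM scaling gave 1 for submandibular against sublingual gland (PRR5L, likewise). Fits with only the tissues compared gave 208 for parotid, 888 for sublingual gland, 4308 for pancreas against liver, and 0 for parotid against sublingual and for submandibular against sublingual gland, where 483 and 728 genes had an unadjusted p under 0.05. These last 2 numbers are also below the share of 0.05 that chance alone gives among 14991 genes. A pseudocount of 0.1 gave 1499 for the mean of the glands. A mean of at least 5 TPM gave 3 for parotid against sublingual gland (ANKRD9, CNKSR1 and PHLDA1), and no filter on low values gave 2 for submandibular against sublingual gland (CATSPER4 and SUSD4), all named after their values were seen. The cause of these changes was not tested.

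Across the 5 fits that each left out one animal, the counts ranged from 313 to 620 for parotid against pancreas, 324 to 677 for submandibular gland, 392 to 2942 for sublingual gland, 458 to 999 for the mean of the glands and 1731 to 2666 for pancreas against liver. Between glands they ranged from 0 to 11 for parotid against submandibular, 0 to 388 for parotid against sublingual and 0 to 2539 for submandibular against sublingual gland. The highest count of each comparison came from the fit without baboon 2. Without the replicate block every count stayed within 1.5 times its value with the block. Of the genes called with the block, the fits without it shared 86.5% for parotid, 85.4% for submandibular gland, 75.3% for sublingual gland and 89.7% for pancreas against liver.

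When tissue labels were swapped within animals, only the real labels among 16 arrangements gave as many genes for parotid, submandibular and sublingual gland against pancreas and for pancreas against liver (1 of 16 each, where 16 arrangements cannot give a share under 0.05). For the mean of the glands, 2 of 100 drawn arrangements gave as many, the real one included, and the highest other gave 2735. For the glands against each other, 6 of 16 arrangements (parotid against sublingual) and 3 of 16 (submandibular against sublingual) gave as many, with up to 4911 genes, so the 17 and 10 genes called there are not distinguished from other arrangements of the same libraries. For parotid against submandibular gland the real count was 0, so 16 of 16 gave as many by construction and nothing was tested. These tests were specified after the counts were seen.

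For the interval sum, the differences past 0.05 without the replicate block but not with it were -3.49, -5.11 and -5.52 for parotid, submandibular and sublingual gland against pancreas and 5.43 for pancreas against liver. The sizes are the same in both tests, and the paired test cannot pass 0.05 with 5 animals. Leaving out one animal moved sublingual gland against liver from -0.38 to 0.20, which changes its sign, and the other 9 pairs kept their direction in every alternative run. For the shares, the unpaired test, added after the data were seen, passed 0.05 for LOC101017419 (-43.8, -41.7 and -27.9 points in parotid, submandibular and sublingual gland), LOC101018739 (-17.7, -14.5 and -10.9, the first of these lower in 4 of 5 animals with a paired exact p of 0.125) and LOC116268615 (61.5, 56.3 and 38.8). Leaving out single animals kept the direction of all 9.

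Of 44 named-gene results, 34 stayed on the same side of the threshold and kept their direction in all 12 alternatives. Over all alternatives of these results, 495 values were unchanged in this sense, 19 weaker, 1 stronger and 13 reversed. The stronger value belonged to LOC116268615 in parotid against sublingual gland (log2 fold change 2.49, SE 0.76, limma adjusted p = 0.21). Its lowest limma adjusted p over the alternatives was 0.0256. The reversed values belonged to differences that were not significant. LOC116268615 in parotid against pancreas became -0.39 under TMM scaling and -0.40 under median-of-ratios scaling, and ranged from -0.48 to 0.99 with one animal left out. LOC101017419 in parotid against submandibular gland became -0.32 and -0.33 under these scalings, with a range of -0.34 to 0.33 over animals left out, and in submandibular against sublingual gland 0.035 and 0.004. LOC101018739 in submandibular against sublingual gland ranged from -0.43 to 0.40. The cause was not tested.

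Processing choices that could not be varied were features before summing to genes, since the values are already per gene, and shares of counts, since there are no counts. A minimum sum of 1 in place of 10 TPM removes no library and cannot move the shares. The depth of the libraries is unknown, which limits statements about genes near 0 TPM.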

Other observations

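All tests in this part were chosen after the results they concern were seen, and their outcomes are hypotheses found and tested on the same data.

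The interval sum differed 20.6-fold between the highest and lowest parotid library, with 332 and 384 TPM in baboons 2 and 5 against 3365 to 6849.9 TPM in baboons 1, 3 and 4. A candidate explanation is little gland tissue in some parotid sections. Then the parotid libraries with a low sum would also have AQP5 at or under the highest liver library, and 0 of 5 parotid libraries were discordant between the 2 measures, with AQP5 at 2.25 and 3.64 TPM in baboons 2 and 5. The composition of the libraries was tested as another explanation. TMM scaling widened the ratio to 151.8-fold instead of narrowing it, which is against that explanation. A swap of labels with another gland of the same animal was also not borne out: the highest LOC116268615 level in the other salivary glands of baboons 2 and 5 was 336.2 TPM, under the 2905 TPM of the third-highest parotid library. Lack of an expressed LOC116268615 copy was not borne out for baboon 2, whose pancreas held 1019.7 TPM against a highest liver value of 186 TPM. It stays open for baboon 5, whose pancreas held 196.6 TPM.

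The test of little gland tissue in some parotid sections was repeated with other panel genes. The parotid panel gene BPIFA2 also had 0 discordant libraries, with 507.5 and 1108 TPM in baboons 2 and 5 against 5051 to 19382 TPM in baboons 1, 3 and 4 and a highest liver library of 1414 TPM. Of all 4 salivary gland panel genes, 2 (AQP5 and LPO) had 0 discordant libraries. ZG16B and PIP had 4 each, but their parotid means of 871 and 587 TPM were not above their liver means of 1151 and 639 TPM, so they could not test gland content in parotid. Little gland tissue may therefore account for the low sums, and for baboon 5 an animal difference cannot be excluded. AQP5 alone did not go with a high sum in the other glands, where it exceeded the liver range without the interval sum doing so in 3 of 5 submandibular and 2 of 3 sublingual libraries. The submandibular count includes baboon 3, whose sum of 603 TPM was exceeded only by the outlying liver library of baboon 5.

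Transcripts of the pancreatic acinar genes CPA1, CPB1, CELA3B and CTRB2 were seen in every other library, at 0.135% to 2.23% of their pancreas level (median 0.695% over 20 libraries). A possible explanation is a carry-over of pancreatic RNA or reads that acts on all these genes alike. Of the variance of their centred log ratios, 89.25% lay between libraries rather than between genes within a library. A shift of all TPM values of a library would also move these genes together, so this share does not single out carry-over. The liver genes ALB, APOA2 and FGB showed a similar level outside the liver, 0.247% to 1.91% (median 0.588%), taking the median of the 3 genes in each library. The liver panel gene TF and the pancreas panel gene INS were not part of these medians and did not follow them: TF reached 13.5% of its liver level in the sublingual library of baboon 5, and INS 10.2% of its pancreas level in the sublingual library of baboon 3. BPIFA2, whose mean was 29797 TPM in submandibular gland, was at 938 ± 238 TPM in pancreas and 970 ± 399 TPM in liver. The labels do not tell at which step such mixing might have occurred, and low expression in these tissues was not excluded.

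The low interval signal in liver and sublingual gland was compared with what this carry-over would give. For LOC101017419, the observed level over the predicted level had a median of 1.431 in the 10 libraries. With 9 of 10 within 2-fold, most of that signal may be carried over from pancreas. The exception was the liver of baboon 5 (a ratio of 3.65). Carry-over is not excluded there, because the prediction used mean pancreas levels. For LOC116268615, the observed level was 17.5 times the prediction from pancreas (11.1 to 29.9), which is against a pancreatic origin. Carry-over from parotid libraries, predicted from BPIFA2, gave a median ratio of 0.5074, with 6 of 10 libraries within 2-fold. BPIFA2 is itself high in submandibular gland, so this last comparison cannot separate carry-over from true expression. The high share of LOC116268615 in liver and sublingual gland therefore does not by itself show use of that copy there, and the shares in libraries with a low sum are the least certain.

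Among libraries with a sum well above the liver range, the contrast between the interval genes was large. In the parotid library of baboon 4, LOC116268615 was at 6282 TPM and LOC101017419 at 51.1 TPM, whereas in the pancreas of the same animal they were at 1107 and 12165 TPM. In the parotid libraries of baboons 1, 3 and 4, LOC116268615 made up 94.8%, 86.3% and 91.7% of the sum. In the pancreas of baboon 5 it made up 1.06%, against 5.66% to 13.1% in the other 4 animals. Whether these 3 identifiers stand for copies that are distinct in each animal was not analysed here.

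S100A9, chosen after its values were seen, was at 31556 and 44192 TPM in the sublingual libraries of baboons 1 and 4, the same libraries in which KRT13 was high, and at no more than 404 TPM in the other 3 sublingual libraries. No explanation was tested for this difference.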
